A study of Arabidopsis thaliana with 6 samples.

How the data were processed

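Gene expression was measured by bulk RNA sequencing of root meristems of Arabidopsis thaliana seedlings at an age of 5 days, in 3 libraries labelled wild type (accession Col-0) and 3 libraries labelled papl1 papl2, a double mutant also named cog1-6 cdf4. Per the labels' protocols, meristems were cut by hand under a stereomicroscope and kept in an RNA preservative before extraction with a commercial kit. The labels also state that the 3 best replicates of each genotype by RNA quality went into library construction at a sequencing company, so the replicates were selected on quality. Libraries were made from RNA enriched with oligo-dT, fragmented at random and copied with random hexamers, with PCR at the end. Selection on poly-A tails captures chloroplast and mitochondrial transcripts poorly, and the labels' protocols mention PCR but no molecular identifiers, so counts of reads were not taken as counts of independent molecules.

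The deposited table holds raw counts of reads per gene, 1 column per library, with no normalisation by the authors per the file headers and the values, which were whole numbers. The aligner, the counting tool, the genome build, the annotation, the read length and the use of strand are not stated in the labels or the header. Reads from genes that overlap or share sequence may therefore have been split, dropped or counted in both, and such genes are named as uncertain. The columns were matched to samples through the genotype word and the number in their names, which match the sample titles, and 0 columns were left unmatched. Groups and replicate numbers came from the sample titles. The pairing of replicate numbers used in 1 alternative also came from the titles, which state no shared plants, plates or days. Because both mutated loci had higher counts in the libraries labelled papl1 papl2, the libraries are named by their labels throughout.

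The table lists 32678 genes by locus identifier, of which 9906 had 0 counts in all 6 libraries. Gene symbols, products, biotypes and gene order came from the TAIR10.1 assembly and its RefSeq annotation, to which 31912 identifiers matched and 766 did not. The authors' build is not stated, so no coordinates from that annotation are given, and chromosomes are those in the locus identifiers. The table holds no gene names, and the annotation pairs neither PAPL1, CDF4 nor PAPL2 with an identifier. It lists cog1 only as a synonym of another gene, the disease resistance gene RPP1 (AT3G44480), which conflicts with the locus used here. RPP1 had a log2 fold change of 0.06 and an adjusted p of 0.758 in the edgeR quasi-likelihood test. The loci AT1G29160 and AT2G34140 were taken from general knowledge of these genes, and the annotation describes both as Dof-type zinc finger proteins.

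Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr with its defaults (a minimum count of 10 and a minimum total of 15), which left 17720 tested genes, and libraries were scaled by trimmed mean of M-values (TMM). The genotypes were compared with the edgeR quasi-likelihood F test (glmQLFit and glmQLFTest) on all 6 libraries with genotype as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the tested genes. A gene was called changed at an adjusted p under 0.05, and changed at least 2-fold if its log2 fold change was also at least 1 in size. Standard errors of log2 fold changes were computed as the absolute log2 fold change divided by the square root of the F statistic. Values per library are TMM-scaled CPM, given as mean ± SD over 3 libraries. Principal components were computed from log2 CPM with a prior count of 2. Library totals ranged from 17849704 to 20914576 counts, and 3 counts, taken as the detection floor, corresponded to 0.143 to 0.168 CPM. That floor covers counting error only.

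Gene sets were fixed by symbol or identifier before the data were examined, and covered phloem genes, nuclear photosystem genes, chloroplast-encoded genes, Dof family genes, nitrate and ammonium genes and sugar transporters. They were tested with camera in limma 3.58.1 on log2 CPM, 2-sided, with the inter-gene correlation fixed at 0.01 and Benjamini-Hochberg adjustment over the 6 sets. In the Dof family set, 1 gene with a shared symbol and a product other than a Dof protein was left out, and the set did not include the mutated loci, which have no symbol in the annotation. Any other Dof gene that the fixed symbols did not match was also outside the set. The photosystem set, matched by the start of the symbol, held 2 genes of other function, PSAT (phosphoserine aminotransferase) and PSAT1 (a sterol acyltransferase). It was kept as fixed. The genes named were fixed by a rule: the mutated loci, then among changed genes with a symbol, a mean of at least 1 CPM and no overlap between the groups, the 5 highest and the 5 lowest log2 fold changes and the 3 smallest p-values in each direction, and the 3 smallest p-values in each set past the threshold.

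The edgeR and gene set fits were tested on counts simulated for the 17720 genes from the real means, library sizes and dispersions. In these counts, 200 genes with a mean of at least 1 CPM were changed at least 2-fold by known folds, up or down in equal numbers. The edgeR fit recovered 92% of them, all in the right direction, with 27 false calls among 211. Over 10 such draws of the 17720 genes, 93% of the changed genes were recovered on average, and 8.90% of the calls were false on average (7.07% to 10.95%), which is above the nominal rate of the threshold. The adjusted p-values are therefore somewhat optimistic in data of this kind. Smaller changes and genes of lower abundance were not among the 200, so the recovery does not describe them. The genes called lower in the real data had a median log2 fold change of -0.53, smaller than 2-fold. For the gene set test, a set of 20 genes, all among those raised at least 2-fold, had a p-value of 2.7e-57 in limma's camera test. Of 20 unchanged sets, 0 passed an unadjusted p under 0.05. Counts were simulated independently for each gene, so these sets cannot test the inter-gene correlation fixed at 0.01. The real sets that passed had smaller median log2 fold changes, 0.20 to 0.48.

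Alternatives fixed before the data were examined were the DESeq2 1.42.0 Wald test, DESeq2 size factors or upper-quartile factors in edgeR, no filter or a mean of at least 5 CPM, the replicate number as a block, removal of organelle genes, a correction of each library for gene GC content (lowess span 0.3, with a value for 99.8% of tested genes), the block and that correction together, and each library left out in turn. Others were an adjusted p under 0.01, a glmTreat test against a 1.5-fold change, an inter-gene correlation estimated per set, a prior count of 0.5, and principal components of the 1000 most variable genes. A root hair marker score as a covariate and the photosystem set without PSAT and PSAT1 were added after the data were seen. Sequence shared by the named genes and other annotated genes was counted over exact stretches of 50 bases on either strand with Python 3.11.15.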

Results

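To compare gene expression between wild-type roots and roots of a double mutant of the PINEAPPLE genes, counts of sequenced reads per gene were obtained from dissected root meristems of Arabidopsis seedlings aged 5 days. Of the 6 libraries, 3 were labelled wild type (Col-0, the common laboratory accession) and 3 were labelled papl1 papl2, a double mutant of the genes COG1 (PAPL1) and CDF4 (PAPL2), which encode transcription factors of the Dof zinc finger family. The libraries labelled wild type held 19322466, 20268077 and 20914576 counts in replicates 1 to 3, and those labelled papl1 papl2 held 20621826, 18041430 and 17849704. Between 20444 and 20929 genes had at least 1 count in a library. Pairs of libraries of one genotype differed by more than counting error, with a chi-square per degree of freedom of 4.21 to 16.2 over the 6 pairs. This check covers counting error only and looks for a library deposited more than once. No such pair was found, and the replicates are those the labels state. Across genes, Pearson's r of log2 CPM was 0.977 to 0.992 for the 6 pairs within a genotype and 0.974 to 0.985 for the 9 pairs between genotypes, where genes are not independent replicates. The labels give no sequencing batch or date.

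The mutated loci were examined first, as a check of the labels. Expression of the COG1 locus (AT1G29160, chromosome 1) lay between 10.9 and 12.6 CPM in the libraries labelled wild type (11.5 ± 0.977 CPM, SD, n = 3) and was 21.8, 20.2 and 16.5 CPM in those labelled papl1 papl2 (19.5 ± 2.72 CPM, SD, n = 3). Raw counts of this locus in replicates 1 to 3 were 240, 220 and 231 in the libraries labelled wild type and 455, 365 and 295 in those labelled papl1 papl2. The log2 fold change was 0.76 (SE 0.12) with an adjusted p of 0.0137 in the edgeR quasi-likelihood test over all tested genes, and the adjusted p over the 2 mutated loci alone was 0.000257. Expression of the CDF4 locus (AT2G34140, chromosome 2) was 3.64, 4.56 and 3.86 CPM in the libraries labelled wild type (4.02 ± 0.484 CPM, SD, n = 3) and 5.50, 6.27 and 6.20 CPM in those labelled papl1 papl2 (5.99 ± 0.423 CPM, SD, n = 3), from raw counts of 69 to 115. Its log2 fold change was 0.57 (SE 0.15), with an adjusted p in the edgeR quasi-likelihood test of 0.0952 over all genes, which did not pass the threshold, and of 0.00446 over the 2 loci. Thus 1 of the 2 loci passed when adjusted over all genes and both when adjusted over the pair. At each locus the 3 values of one label lay above the 3 of the other. The higher counts were in the libraries labelled as mutant. Counts per gene do not separate intact from disrupted transcripts, so the direction of every change below rests on the labels alone. The call of the COG1 locus was lost in 3 of the 6 fits that left out 1 library, where the highest adjusted p in the edgeR quasi-likelihood test was 0.0755.

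**Figure D1:**
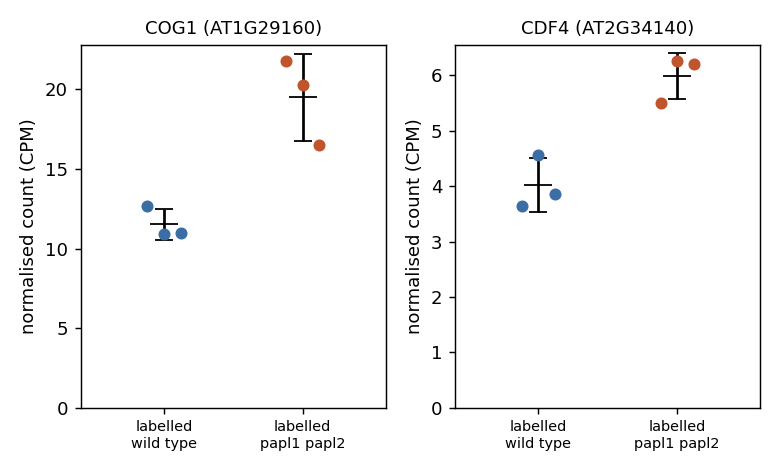
Normalised counts (CPM, vertical axes from 0) of the COG1 and CDF4 loci in each library, with points for the 3 replicates of each label in order 1 to 3, horizontal bars for the mean and whiskers for the SD. At both loci all libraries labelled papl1 papl2 lie above all libraries labelled wild type, with means of 19.5 against 11.5 CPM for COG1 and 5.99 against 4.02 CPM for CDF4.

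The spread of the libraries was then described by principal components of log2 CPM over the 17720 tested genes. The first component held 41.6% of the variance and separated the genotypes, with scores of -21.0, -14.5 and -30.6 for replicates 1 to 3 labelled wild type and 14.1, 22.4 and 29.5 for those labelled papl1 papl2. With no filter on low counts its share fell to 33.0%. The second component held 30.7%. On it, replicate 3 labelled papl1 papl2 scored 34.2, against -28.0 and -17.7 for replicates 1 and 2 of that label and 2.01 to 6.50 for the libraries labelled wild type.

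**Figure D2:**
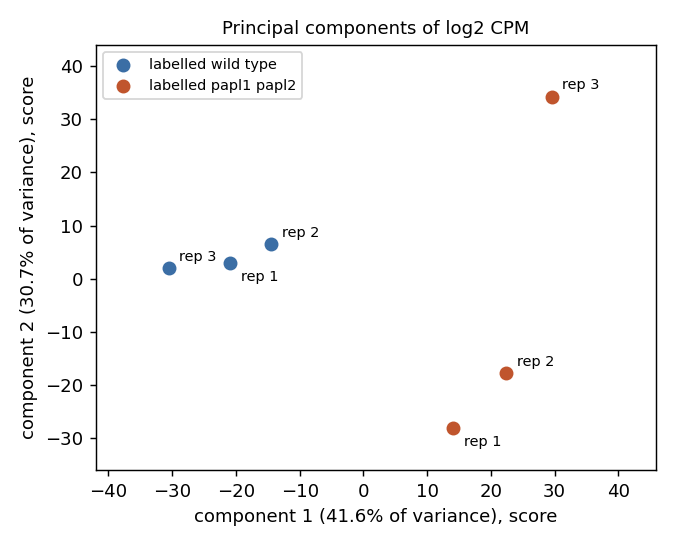
Scores of the 6 libraries on the first component (horizontal axis, 41.6% of the variance) and the second component (vertical axis, 30.7%) of log2 CPM, coloured by label and marked with the replicate number. The labels separate along the horizontal axis, and replicate 3 labelled papl1 papl2, at 34.2, stands apart from replicates 1 and 2 along the vertical axis.

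Expression was then compared between the genotypes gene by gene. Of the 17720 tested genes, 489 (2.76%) were changed at an adjusted p under 0.05 in the edgeR quasi-likelihood test. Of these, 396 were higher and 93 lower in the libraries labelled papl1 papl2, so that 81.0% were higher. The median log2 fold change was 0.98 among the higher genes and -0.53 among the lower genes, and it was 0.00 over all tested genes. At an unadjusted p under 0.05, 2823 genes passed, where chance alone would give 886. The 3 values of one label lay entirely above those of the other for all 489 changed genes and for 3804 tested genes (21.5%), against 10% by chance. A change of at least 2-fold was found for 203 genes, of which 190 were higher and 13 lower in the libraries labelled papl1 papl2. At the same threshold, the number of changed genes depended most on the libraries included: it was 144 without replicate 1 labelled wild type and 1164 without replicate 3 labelled papl1 papl2. The number changed at least 2-fold was 82 when each gene was tested against a 1.5-fold change.

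Among the 232 changed genes that had a symbol, at least 1 CPM on average and no overlap between labels, the highest log2 fold change was that of QQS (AT3G30720, chromosome 3, annotated as qua-quine starch). It had 0.976 ± 0.333 CPM (SD, n = 3) and 13 to 27 counts in the libraries labelled wild type, and 11.5 to 12.5 CPM and 216 to 241 counts in those labelled papl1 papl2, a log2 fold change of 3.61 (SE 0.20) with an adjusted p of 0.000109 in the edgeR quasi-likelihood test. The next were OXS3 (AT5G56550, oxidative stress 3) at 3.45 (SE 0.48), TCH3 (AT2G41100, a calcium-binding EF-hand protein) at 3.38 (SE 0.42), ASN1 (AT3G47340, asparagine synthase) at 3.12 (SE 0.65) and ATPMEPCRB (AT4G02330, annotated as a pectin methylesterase inhibitor family protein) at 2.82 (SE 0.47). Counts behind these values were low in the libraries labelled wild type, where OXS3 had 8 to 24, TCH3 11 to 23, ASN1 0 to 21 and ATPMEPCRB 5 to 12 counts. Values also varied within the libraries labelled papl1 papl2, in which OXS3 was at 4.64, 14.1 and 9.44 CPM and TCH3 at 14.5, 8.04 and 5.53 CPM in replicates 1 to 3. TCH3 overlaps 2 annotated genes on the opposite strand and shares 13.0% of its stretches of 50 bases with other genes, and ASN1 overlaps 1 gene on the opposite strand, so their values are uncertain where the authors' counting ignored strand. The smallest p-value of a gene with a symbol was that of CZF1 (AT2G40140, a CCCH-type zinc finger protein). Its values were 12.6, 11.7 and 11.3 CPM in the libraries labelled wild type and 34.1, 34.3 and 36.4 CPM in those labelled papl1 papl2. The log2 fold change of CZF1 was 1.56 (SE 0.08), with an adjusted p of 5.2e-05 in the edgeR quasi-likelihood test. QQS followed, and then WRKY33 (AT2G38470), a WRKY transcription factor, which rose from 8.57 ± 0.201 to 31.9 ± 5.79 CPM (SD, n = 3 for each label). Its log2 fold change was 1.89 (SE 0.13), with an adjusted p of 0.000427 in the edgeR quasi-likelihood test. WRKY33 overlaps 2 genes on the opposite strand and is uncertain in the same way.

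The lowest log2 fold changes among the same 232 genes were those of SADHU3-2 (AT3G42658, annotated as a pseudogene) at -1.82 (SE 0.20), MAPKKK19 (AT5G67080, a protein kinase) at -1.71 (SE 0.27), SVP (AT2G22540, a MADS-box transcription factor) at -1.64 (SE 0.30), FSD1 (AT4G25100, iron superoxide dismutase) at -1.62 (SE 0.16) and MRN1 (AT5G42600, marneral synthase) at -1.24 (SE 0.16). FSD1 was by far the most abundant of these, at 242, 256 and 160 CPM in the libraries labelled wild type and 64.8, 79.3 and 69.6 CPM in those labelled papl1 papl2. Its adjusted p was 0.00195 in the edgeR quasi-likelihood test. MAPKKK19 and SVP rested on 11 to 54 and 11 to 46 counts per library, and MAPKKK19 overlaps 1 gene on the opposite strand. The 3 smallest p-values among the lower of the 232 genes were those of FSD1, SADHU3-2 and CSLB02 (AT2G32620, a cellulose synthase-like gene). CSLB02 was at 32.4 ± 3.45 CPM (SD, n = 3) in the libraries labelled wild type and at 16.7 to 19.3 CPM in those labelled papl1 papl2. It had a log2 fold change of -0.85 (SE 0.10) and an adjusted p of 0.00314 in the edgeR quasi-likelihood test, and 1.87% of its stretches of 50 bases also occur in another gene. The calls of ASN1, ATPMEPCRB, MAPKKK19 and SVP were lost under some alternatives, with a highest adjusted p in any of them of 0.229 for ASN1, 0.0979 for ATPMEPCRB, 0.0852 for MAPKKK19 and 0.121 for SVP.

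**Figure D3:**
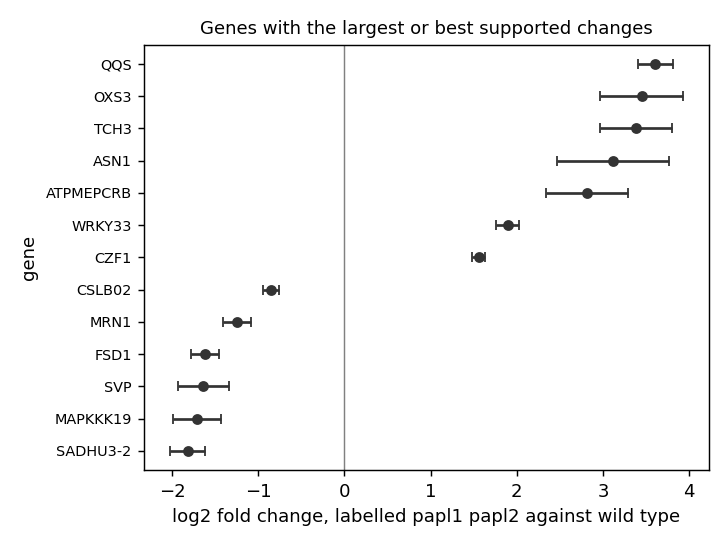
Log2 fold change (horizontal axis, libraries labelled papl1 papl2 against those labelled wild type), with points for the estimate and whiskers for its SE. The genes are those with the 5 highest and 5 lowest fold changes or the 3 smallest p-values in each direction. They were taken among changed genes with a symbol, a mean of at least 1 CPM and no overlap between the labels. Among these, QQS lies highest at 3.61 and SADHU3-2 lowest at -1.82. The whiskers of CZF1 (SE 0.08) and CSLB02 (SE 0.10) are short against those of ASN1 (SE 0.65).

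The series title names the phloem pole and a transition to autotrophy, and 6 gene sets on these subjects were compared between the labels. Of these, 5 passed an adjusted p under 0.05 in limma's camera test, all with higher values in the libraries labelled papl1 papl2. Phloem genes had a median log2 fold change of 0.21, with 14 of 17 tested genes higher and an adjusted p of 0.0153. Sugar transporters had a median of 0.35, with 7 of 9 higher and an adjusted p of 0.0153. Nuclear photosystem genes had a median of 0.20, with 23 of 31 higher and an adjusted p of 0.0157. This set was matched by the start of the gene symbol and included PSAT and PSAT1, which are not photosystem genes. Without them the median was 0.23, with 23 of 29 higher and an adjusted p of 0.00950 in limma's camera test. The Dof set held 20 family genes matched by symbol, without the mutated loci or any Dof gene that the symbols did not match. Its tested genes had a median of 0.21, with 10 of 12 higher and an adjusted p of 0.0267. Chloroplast-encoded genes had a median of 0.48, with 6 of 7 higher and an adjusted p of 0.0335, but only 7 of the 133 in the table had enough counts to be tested. Chloroplast genes held 0.000928% to 0.00123% of counts in the libraries labelled wild type and 0.00218%, 0.00182% and 0.00119% in the others. Mitochondrial genes held 0.00456% to 0.00735% against 0.0154%, 0.0112% and 0.00507%. In both, only replicates 1 and 2 labelled papl1 papl2 lay above all libraries labelled wild type. The rise was thus not particular to chloroplast genes. Nitrate and ammonium genes had a median of 0.09, with 7 of 13 higher. The direction in limma's camera test was the opposite, lower, at an adjusted p of 0.774. These values rest on the inter-gene correlation fixed at 0.01. When camera estimated the correlation from the libraries, none of the 6 sets passed, and the adjusted p of the phloem, sugar transporter, photosystem and Dof sets was 0.170. Unadjusted p-values under the fixed correlation passed 0.05 for the same 5 sets, with the phloem set at 0.00443.

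Few genes within the sets were changed on their own. Adjusted over all tested genes in the edgeR quasi-likelihood test, 1 phloem gene, 1 photosystem gene, 1 Dof gene, 3 sugar transporters and 0 chloroplast-encoded genes passed, and adjusted within each set the numbers were 2, 1, 1, 4 and 0. In the phloem set the smallest p-values were those of SUC2 (AT1G22710, a sucrose-proton symporter, also a member of the sugar transporter set), SMXL3 (AT3G52490) and TMO6 (AT5G60200, also in the Dof set). SUC2 rose from 0.264 ± 0.116 to 1.16 ± 0.363 CPM (SD, n = 3 for each label) on 3 to 28 counts per library. Its log2 fold change was 2.09 (SE 0.44), with an adjusted p of 0.0394 in the edgeR quasi-likelihood test, and its highest adjusted p under an alternative was 0.183. SMXL3 and TMO6, at log2 fold changes of 0.40 and 0.27, did not pass, with adjusted p of 0.107 and 0.210 in the edgeR quasi-likelihood test. In that test SMXL3 passed when adjusted within the phloem set, at 0.0462. Over all genes it passed only with the root hair score as a covariate, chosen after the data were seen, at 0.0453. In the sugar transporter set, STP7 (AT4G02050) rose from 15.7 ± 1.20 to 23.2 ± 1.97 CPM and STP4 (AT3G19930) from 27.1 ± 8.46 to 48.2 ± 2.46 CPM (SD, n = 3 for each label). Their adjusted p in the edgeR quasi-likelihood test was 0.0167 for STP7 and 0.0455 for STP4, and under alternatives it reached 0.0893 and 0.220. STP7 overlaps 2 genes on the opposite strand.

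Among nuclear photosystem genes, LHCA4 (AT3G47470, a light-harvesting protein of photosystem I) rose from 11.6 ± 0.389 to 16.5 ± 0.121 CPM (SD, n = 3 for each label). The log2 fold change was 0.51 (SE 0.08), with an adjusted p of 0.0145 in the edgeR quasi-likelihood test that reached 0.0755 under an alternative. PSB29 (AT2G20890) and PSBW (AT2G30570), at log2 fold changes of 0.27 and 1.22, did not pass, with adjusted p of 0.137 and 0.215 in the edgeR quasi-likelihood test. LHCA4 overlaps 1 gene and PSB29 overlaps 2 genes on the opposite strand, and PSB29 shares 7.24% of its stretches of 50 bases with another gene. Of the Dof family, CDF2 (AT5G39660, cycling DOF factor 2) rose from 10.2 ± 1.03 to 17.2 ± 1.98 CPM (SD, n = 3 for each label). Its log2 fold change was 0.75 (SE 0.12), with an adjusted p of 0.0123 in the edgeR quasi-likelihood test that reached 0.0640 under an alternative. CDF3 (AT3G47500) had a log2 fold change of 0.30 and did not pass, at an adjusted p of 0.203 in the edgeR quasi-likelihood test. The chloroplast-encoded genes with the smallest p-values, ATCG00170, ATCG00670 and ATCG00040, had 5 to 26 counts per library. Their log2 fold changes of 0.97, 0.85 and 1.09 did not pass, with adjusted p of 0.265, 0.294 and 0.377 in the edgeR quasi-likelihood test.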

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

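The number of changed genes was 489, and it stayed within 1.5 times that number, at 330 to 720, with the DESeq2 Wald test, both other normalisations, both other filters, organelle genes left out and the GC correction. Of the 489, 81.0% were higher. The share was 74.2% with the DESeq2 Wald test, 80.3% with DESeq2 size factors, 81.7% with upper-quartile factors, 87.6% with the replicate block, 90.7% at an adjusted p under 0.01 and 78.1% to 92.3% across the 6 fits without 1 library. With an adjusted p under 0.01 the number was 140. It was 144 to 1164 across the 6 fits that each left out 1 library, with the most without replicate 3 labelled papl1 papl2, where 487 of the 489 genes were called again. With the root hair score as a covariate, chosen after the data were seen, 953 genes were called, among them all 489, and 67.3% were higher (641 higher and 312 lower). Genes changed at least 2-fold numbered 203, against 86 with a mean of at least 5 CPM, 82 with the glmTreat test against a 1.5-fold change and 95 to 374 across the fits without 1 library. The cause of these differences was not tested, apart from the tests on replicate 3 given among the other observations.

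With the replicate number as a block, 259 genes were called, of which 245 were among the 489, and 241 were called with the block and the GC correction together, of which 228 were among the 489. Same-numbered libraries did not deviate together, with a mean correlation of -0.0587 between their deviations from the group means across genes, and the libraries came from different plants. With the block, the same 5 gene sets passed in limma's camera test, with adjusted p of 0.00553 to 0.0285, and the adjusted p of the COG1 locus was 0.0245 in the edgeR quasi-likelihood test.

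The log2 fold change of the COG1 locus was positive in all 16 alternatives. It passed the threshold in 13 of them, with adjusted p from 6.6e-05 to 0.0755, and was 0.67 to 0.87 across the 6 fits without 1 library. The CDF4 locus, at 0.51 to 0.67, did not pass in any of its 16 alternatives, with adjusted p from 0.0692 to 0.302.

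With the inter-gene correlation estimated per set, the medians of 0.21 for phloem, 0.20 for photosystem, 0.48 for chloroplast-encoded, 0.21 for Dof and 0.35 for sugar transporter genes were the same and none passed, with adjusted p of 0.170, 0.170, 0.377, 0.170 and 0.170 in limma's camera test. With the root hair score as a covariate, the chloroplast-encoded set (median 0.49, adjusted p 0.0781) and the Dof set (median 0.15, adjusted p 0.0645) no longer passed. Across the 6 fits without 1 library the medians were 0.15 to 0.32 for phloem, 0.13 to 0.27 for photosystem, 0.39 to 0.93 for chloroplast-encoded, 0.11 to 0.26 for Dof and 0.16 to 0.52 for sugar transporter genes. None of these 5 passed without replicate 1 labelled papl1 papl2, and the photosystem and Dof sets also did not pass without replicate 2 labelled wild type. The nitrate and ammonium set, which passed in no alternative, ranged from -0.10 to 0.16 across those fits and was negative without replicate 1 labelled papl1 papl2. The cause was not tested. Under each other normalisation all 6 medians were positive. The chloroplast-encoded set had too few genes left for a test with a mean of at least 5 CPM and none with organelle genes left out.

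The share of variance of the first component was 41.6%, against 33.0% with no filter, 47.8% for the 1000 most variable genes and 39.4% to 56.4% across the fits without 1 library. The cause was not tested. Of the 26 other named genes, 18 were past the threshold, 9 of those were past it under every alternative in which they were tested, and 0 of the 26 changed direction. Low counts left 7 of the 133 chloroplast-encoded genes for testing. Whether more depth would change calls on few counts, such as that of SUC2 on 3 to 28, was not tested.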

Other observations

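The tests of library depth, of different amounts of differentiated tissue for the stimulus terms, of overlapping genes, of position next to a mutated locus, of one mislabelled library and of exchanged labels were chosen only after the result was seen, and the other tests were set before their results were seen, on patterns found in these same data. The stimulus terms and the marker lists were picked by name after the patterns were noticed.

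The libraries can be split into groups of 3 in 10 ways. Of these, 4 part all 3 same-numbered pairs, as the real split does, and the other 6 part only 1 pair and keep the others together. Among the 4, 1 split, the real one, gave as many as 489 changed genes, 1 gave as many as 203 genes changed at least 2-fold, and 1 gave as many as 5 gene sets past the threshold. The 9 other splits gave 0 changed genes in the edgeR quasi-likelihood test, with 210 to 1343 genes at an unadjusted p under 0.05 against 2823 for the real split, and up to 3 gene sets. With 10 splits, no count of this kind can fall under a share of 0.05, so a split as strong by chance cannot be excluded by it.

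Both mutated loci had higher counts in the libraries labelled papl1 papl2. Reads shared between the 2 mutated genes would move both counts together, but the longest exact stretch shared by their transcripts was 35 bases, below the 50 bases set as the limit. Counting each library, 3 of the 3 labelled wild type had lower values of both loci than every library labelled papl1 papl2. The 2 sets of labels exchanged might give this picture if the mutations lowered the transcripts. A mutation that leaves the transcript in place, or raises it, would give it with the labels as stated. Counts per gene cannot tell these apart, because they do not show which part of a transcript was read.

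A mutant line can carry background sequence linked to the mutated loci, and changed genes would then crowd around them. Of the 400 tested genes within 100 on either side of the loci, 8 were changed (5 around COG1 and 3 around CDF4), against a median of 11 for 10000 random pairs of loci (one-sided permutation p 0.804). No excess was seen within this window. Background sequence over a longer stretch was not tested and is not excluded.

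Replicate 3 labelled papl1 papl2 stood apart from replicates 1 and 2 on the second component. Root hair markers, which mark differentiated root tissue, had a median log2 difference of -0.92 between replicate 3 and the mean of the other two, with 16 of 17 markers lower, and 0.01% of 10000 random lists matched on expression were as low. Cell division markers had a median of 0.28, with 0 of 16 lower. After correction for GC content and gene length the root hair median was -0.86, and 0% of the random lists were as low. The depth of the library, 17849704 counts, was close to the 18041430 of replicate 2. Less differentiated root tissue in the dissected tips of replicate 3 may therefore be a candidate explanation, and neither GC content, gene length nor depth accounted for it. The mean log2 CPM of the root hair markers was 0.63, 1.01 and 0.51 in the libraries labelled wild type and 1.61, 1.54 and -0.28 in those labelled papl1 papl2. Replicates 1 and 2 thus lay above, and replicate 3 below, all libraries labelled wild type. No biological explanation was tested, since these libraries share a genotype label.

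Of 238 annotation terms with at least 10 tested genes, 2 passed in limma's camera test, both higher in the libraries labelled papl1 papl2. These were response to chitin (median log2 fold change 0.27, 36 of 46 genes higher, adjusted p 1.4e-05) and response to wounding (median 0.11, 32 of 45 higher, adjusted p 0.0278). With the inter-gene correlation estimated per term, 0 terms passed, with an unadjusted p of 0.00580 and 0.0116 for these. Of the 37 other terms named for a response, 27 were higher and 10 lower with the correlation fixed at 0.01, and 0 passed. At an unadjusted p under 0.05, 3 of them were higher and 3 lower, such as response to gibberellin stimulus (8 of 10 genes higher, adjusted p 0.102 in limma's camera test) and response to heat (15 of 49, 0.216). Together the 2 terms that passed held 91 genes, of which 68 were higher and 14 changed, 13 of those higher, out of the 396 higher genes. Their mean log2 CPM was 3.02, 2.98 and 3.01 in the libraries labelled wild type and 3.34, 3.36 and 3.32 in those labelled papl1 papl2. The median log2 fold change of 0.19 was 0.20 with the root hair score as a covariate and 0.19 after the GC correction. The root hair score differed between the label means by 0.24, less than its SD of 0.78 within labels, which limits what it could remove as a covariate. It still changed other comparisons of the genotypes, with 953 genes called against 489. The sugar transporter median was 0.20 with it against 0.35, while the photosystem median was 0.21 against 0.20. No conclusion is drawn from the covariate for the 91 genes. Replicate 3 labelled papl1 papl2 alone goes against different amounts of differentiated tissue, as far as root hair markers show them. It had the lowest root hair score of the 6 libraries. Yet its mean of the 91 genes lay 0.30 above the highest library labelled wild type, against a difference of 0.34 between the label means. Replicates 1 and 2 of that label had root hair scores of 1.61 and 1.54, above all libraries labelled wild type, which goes with the explanation. Different amounts of differentiated tissue are therefore not excluded for the 91 genes. The GC correction moved these genes by a median of -0.0099 and any tested gene by at most 0.11, so the trend with GC content that it removed was smaller than 0.19. If handling of the tissue before preservation had varied from library to library, the score would vary within a genotype. Its SD within genotypes was at percentile 9.91 of random lists, so it did not vary more than other genes. Handling that differed between the genotypes as a whole, such as dissection on different days, could raise the same genes, and the pattern cannot be told apart from it. A response of the genotype is a hypothesis that remains beside it.

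With a floor of 3 counts in every library of one label and at least 20 in every library of the other, 4 genes were found, chosen after their values were seen. The non-coding AT2G01422 had 0 to 1 counts in the libraries labelled wild type and 698 to 745 in those labelled papl1 papl2, at least 243-fold higher. Of its stretches of 50 bases, 2.55% also occur in AT3G28900. AT3G09330, an amino acid transporter family gene, was at least 23.6-fold higher in the libraries labelled papl1 papl2, but 37.5% of its stretches of 50 bases also occur in AT3G09340. The non-coding AT2G05995 was at least 11.7-fold higher there. AT2G43795, annotated as a corepressor, had 22 to 34 counts in the libraries labelled wild type and 0 in the others. One mislabelled library was weighed by moving each library in turn to the other label. The 4 genes cannot be split in this way after a move because of how they were chosen, so the changed genes over all tested genes were counted instead. At most 3 were changed in any of the 6 moves, against 489 under the labels. A move leaves groups of unequal size, for which no reference count was obtained, so these numbers are not directly comparable. The fits that left out 1 library, also with groups of unequal size, gave 144 to 1164 changed genes under the labels. No move thus split the libraries as strongly as the labels, which weighs against one mislabelled library without excluding it. The 9 other splits into groups of 3 each exchange 1 library of each label. Of these, the exchange of replicate 2 labelled wild type with replicate 3 labelled papl1 papl2 gave 3 such genes and the others gave 0, and all 9 gave 0 changed genes against 489. Reads shared with an overlapping gene could bear on 1 of the 4, AT2G43795, and were not excluded for it. Position within 100 tested genes of a mutated locus held for 0 of the 4. AT2G01422, AT2G05995 and AT2G43795 lie on chromosome 2, as the CDF4 locus does, and AT3G09330 lies on chromosome 3. Linkage over a longer stretch of chromosome 2 was not tested. A difference between the lines away from the mutated loci is a possible explanation that counts per gene cannot test. The same holds for the other changed genes, QQS and SADHU3-2 among them.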
